A study of Mus musculus with 4 samples. Its data were reported in "The Phytochemical Shikonin Stimulates Epithelial-Mesenchymal Transition (EMT) in Skin Wound Healing" (2013).

How the data were processed

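Total RNA of mouse abdominal skin, taken 24 hr after topical acetone or shikonin, was hybridized to a microfluidic biochip (Geniom biochip, febit). On this chip a captured miRNA serves as the primer of an enzymatic extension with biotinylated nucleotides, and its probes are reverse complements of the mature mouse miRNAs of a miRBase release. Samples were grouped by the treatment and replicate number in their labels, with 2 arrays of acetone-treated and 2 of shikonin-treated skin.

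The deposited spot table of the authors holds the intensity of each spot on a linear scale, with 8 spots per miRNA on each array, not normalized and with no background subtracted and no background columns. Empty spots made up 7.01% and 6.41% of the acetone arrays and 4.75% and 4.21% of the shikonin arrays, and why they are empty is not given in the sources used here. The median SD between the spots of a miRNA was 0.26 and 0.22 (log2) on the acetone arrays and 0.28 and 0.39 on the shikonin arrays. The deposited value table of the authors holds 1 log2 value per miRNA and array. Its methods name quantile normalization, but its 4 columns do not share one distribution, with medians of 6.05 and 5.75 (acetone) and 6.43 and 6.11 (shikonin), and a background level appears to have been removed. The columns of replicate 2 have the rank order of the raw medians (Spearman 1.00 in both groups). The columns of replicate 1 do not (0.914 and 0.921), so the value table was used as an alternative. How the authors summarised the spots and removed the background is not given in the sources used here, and the exact scale of the replicate 1 columns stays unknown.

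The median of the spots of each miRNA on each array was taken, empty spots left out. The medians were quantile normalized between the 4 arrays on the linear scale, values under 1 were set to 1, and log2 was taken. A miRNA of the same rank on both arrays of a group thereby has an SD of 0. All 710 miRNAs were tested with no filter. Background was not corrected in the main setting, because the design foresaw normexp only for files with separate background columns. Normexp with an offset of 50 on the spots was run as an alternative. Intensities without background correction understate the change of dim miRNAs, and normexp values are given where they matter. The background level of each array was the median raw value of 30 miRNAs of other tissues, and a miRNA counted as above background when its median spot exceeded it by more than 3 MAD. This rule was set after the values had been seen. A miRNA above background on no array of a group has only a bound there. For it, the mean of the brighter group was set against the dimmer group's mean of, per array, the higher of its own normalized value and the normalized threshold.

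Shikonin was compared with acetone in limma 3.58.1 (R 4.3.3) with lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment over all miRNAs and a threshold of 0.05. Lists of miRNAs were tested in the same fit with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 18 lists. Camera with an estimated correlation and fry were run beside it, and fry compares a list with no other miRNAs. With an estimated correlation camera takes its degrees of freedom from the 4 arrays, so it has little power here. The lists were the 6 miRNAs the study named, markers of keratinocytes, of fibroblasts and mesenchyme, leukocytes, striated muscle, red blood cells, endothelium and adipocytes, miRNAs induced in inflammation, the let-7, miR-29, miR-17-92, miR-15/16, miR-30 and miR-34 families, the Dlk1-Dio3 cluster, passenger strands, and miRNAs of tissues other than skin. Members were matched by their name in the deposited tables. No member of another list was among the 6 of the study. In the order of the cell types above, the number of members that another list also holds was 0, 1, 1, 2, 2, 0 and 4.

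The miRNAs named were the 6 of the study, the 10 with the highest and the 10 with the lowest fold change past the threshold, filled up by smallest p among bright miRNAs whose groups did not overlap, up to 3 members of each list (the brightest, and the highest and lowest fold change), and the 5 with the highest mean level. Any other miRNA named was chosen after its values had been seen. Gene names and neighbours were taken from a RefSeq table of assembly GRCm38.p6. The deposited tables name no genome build, so no coordinates are given.

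The code was tested on simulated data of the 710 miRNAs with the levels and moderated spread of the real arrays. In 20 simulated data sets with 20 miRNAs changed by each size, the test called 68.5% of miRNAs changed by 1 log2 unit and 91.3% of those changed by 2. The median estimates were 0.92 and 1.87. The spread used was already moderated and so varied less between miRNAs than on the real arrays. These shares may therefore be higher than on the real arrays. Of all calls, 10.3% were false, more than the threshold of 0.05 allows for. A list of 6 miRNAs lowered by 1 log2 unit passed camera in 20 of 20 data sets with the preset and in 12 with the estimated correlation, and an unchanged list of 6 in 1. These list passes were at an unadjusted p under 0.05. Simulated miRNAs were drawn independently of each other, so the passes do not apply to lists whose members correlate. The 20 changed miRNAs of each size came from those above the median level. A first version of the simulation, with more changed miRNAs at any level, recovered smaller changes, and its set-up was revised once.

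Alternatives covered the normalization, the source of the values, the floor, a filter on dim miRNAs, the variance prior, a replicate block, each array left out in turn, background correction and the mean of the spots. 18 alternatives were planned, 1 of them (linear intensities) for the replicate correlations only, and 6 were added after the values had been seen. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15). No slide, scan or batch information was given in the sources used here, so batches were not tested.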

Results

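MicroRNA levels were measured in mouse abdominal skin 24 hr after 100 μl of test solution had been pipetted onto it. The solution was acetone alone, the solvent control, or acetone with 10 μg/μl of shikonin, a naphthoquinone pigment of the roots of Lithospermum erythrorhizon. There were 4 arrays, 2 of acetone-treated and 2 of shikonin-treated skin. Each array carried 8 spots for each of 710 mature mouse microRNAs (miRNAs). The median spot intensity was 352 and 416 on the acetone arrays and 376 and 488 on the shikonin arrays. Of 5680 spots, 398 and 364 were empty on the acetone arrays and 270 and 239 on the shikonin arrays. miRNAs typical of brain, liver, pancreatic islet, embryonic stem cells and testis served as a measure of background. Against them, 230 and 285 miRNAs were above background on the acetone arrays and 279 and 220 on the shikonin arrays, 167 of them on all 4 arrays and 368 on none. The number of arrays limits the precision of every comparison. The study calls the arrays of a group biological replicates, but neither it nor the labels say that they came from separate animals, so p-values measure only the spread between these samples, which may be technical in part.

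Replicate arrays were compared across all miRNAs, as the study judged its arrays by this measure. Pearson's r of log2 intensities was 0.931 between the acetone arrays and 0.934 between the shikonin arrays. The arrays of different groups gave r of 0.903 and 0.882 for acetone replicate 2 and of 0.771 and 0.786 for acetone replicate 1. Acetone replicate 1 was therefore the array farthest from the shikonin arrays. miRNAs are not independent replicates, and most of these lay near background. Over the 167 miRNAs above background on all 4 arrays, r was 0.865 for acetone and 0.881 for shikonin.

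The comparison of shikonin with acetone asks which miRNAs of the skin respond to shikonin at 24 hr. miR-574-3p and miR-197 were higher on the shikonin arrays. The log2 intensity of miR-574-3p was 10.06 ± 0.09 (SD, n = 2) in acetone-treated and 12.19 ± 0.07 (SD, n = 2) in shikonin-treated skin, a 4.37-fold difference. miR-197 went from 9.21 ± 0.02 (SD, n = 2) to 10.85 ± 0.03 (SD, n = 2), a 3.13-fold difference. Their log2 fold changes were 2.13 (SE 0.10) and 1.64 (SE 0.08), each with a limma adjusted p of 0.0132. These 2 were the miRNAs that passed in limma among the 710 tested, with 0 lower, and the next smallest adjusted p was 0.125. At an unadjusted p under 0.05 there were 125 miRNAs, 47 higher and 78 lower, where 35.5 are expected by chance. The larger share of lower miRNAs depended on the setting. Limma gave 64 higher and 51 lower with cyclic loess, 75 and 69 with an intensity trend, and 221 and 52 with scaling over bright miRNAs. It gave 49 and 87 with scaling over all miRNAs and 52 and 87 with normexp. The groups did not overlap for 349 miRNAs (49.2%), against 33.3% by chance, and 30 of these were at least 2-fold higher and 30 at least 2-fold lower. An exact permutation test of a single miRNA cannot go below a two-sided p of 0.333 in this design. miRNAs on an array are not independent, so any difference between arrays can raise these counts above chance. The excess alone does not show an effect of shikonin.

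**Figure D1:**
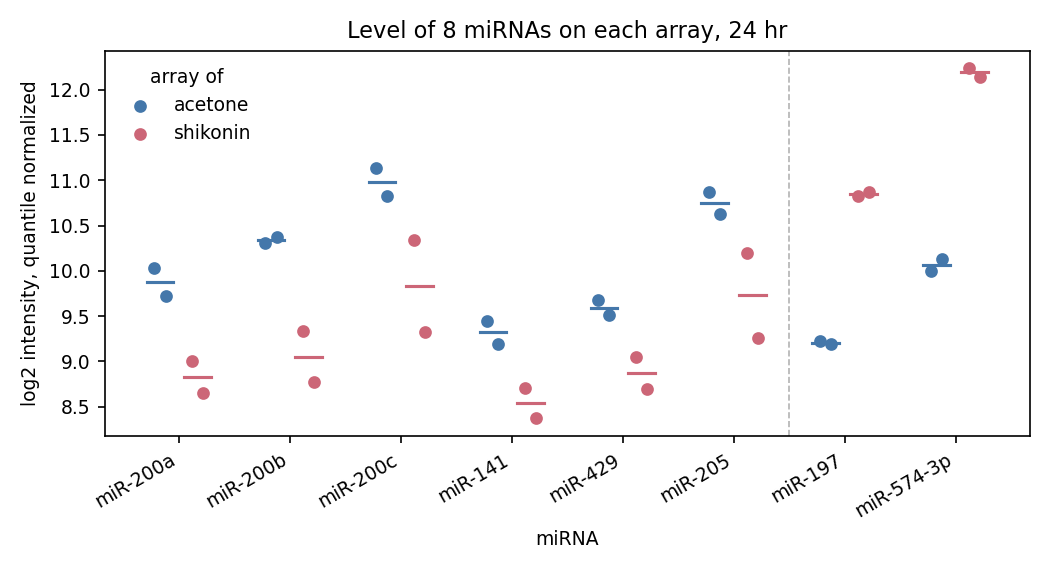
Log2 intensity after quantile normalization (vertical axis) of 8 miRNAs (horizontal axis) on each of the 4 arrays, with acetone arrays in blue, shikonin arrays in red and a bar at each group mean. The 6 miRNAs left of the dashed line, those named by the study, are lower on both shikonin arrays than on both acetone arrays, and miR-197 and miR-574-3p right of it are higher.

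Several other miRNAs had large positive fold changes without passing the test. miR-667, of the imprinted Dlk1-Dio3 cluster, had a log2 fold change of 2.59 (SE 0.31), and miR-329, of the same cluster, one of 1.35 (SE 0.14). miR-467d* gave 2.39 (SE 0.33) and miR-34c*, of the p53-responsive miR-34 family, 2.09 (SE 0.30). The adjusted p of each of these 4 was 0.125. miR-138* gave 0.71 (SE 0.08). miR-220, miR-489 and miR-693-5p were not above background on either acetone array, so their higher levels in shikonin-treated skin are bounds of at least 1.59-fold, 1.34-fold and 1.09-fold.

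Of the 78 lower miRNAs at an unadjusted limma p under 0.05, 52 were above background on all 4 arrays, against 22 of the 47 higher ones. Those named next by p-value were picked among bright miRNAs. miR-199a-3p, a fibroblast miRNA, had a log2 fold change of -1.57 (SE 0.20), from 11.55 ± 0.02 to 9.98 ± 0.36 (SD, n = 2 each). miR-99a gave -1.09 (SE 0.15), let-7g -1.25 (SE 0.17), let-7b -1.0 (SE 0.15), miR-103 -1.05 (SE 0.17), miR-23a -0.88 (SE 0.11) and miR-148a -0.84 (SE 0.14). miR-10a was not above background on either shikonin array and was at least 1.33-fold higher in acetone-treated skin. None of these passed, with adjusted p from 0.125 to 0.134. The brightest miRNAs were miR-1937a (-0.55, SE 0.09), miR-1937b (-0.68, SE 0.21), miR-16 (-0.77, SE 0.34), miR-2142 (-0.35, SE 0.26) and miR-466f-3p (2.10, SE 1.05), and none of these passed either. With cyclic loess the first 4 of these lay above 0, at 0.33, 0.20, 0.031 and 0.50. For miR-466f-3p the acetone arrays lay far apart, at 11.23 and 14.17, against 14.79 on both shikonin arrays.

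**Figure D2:**
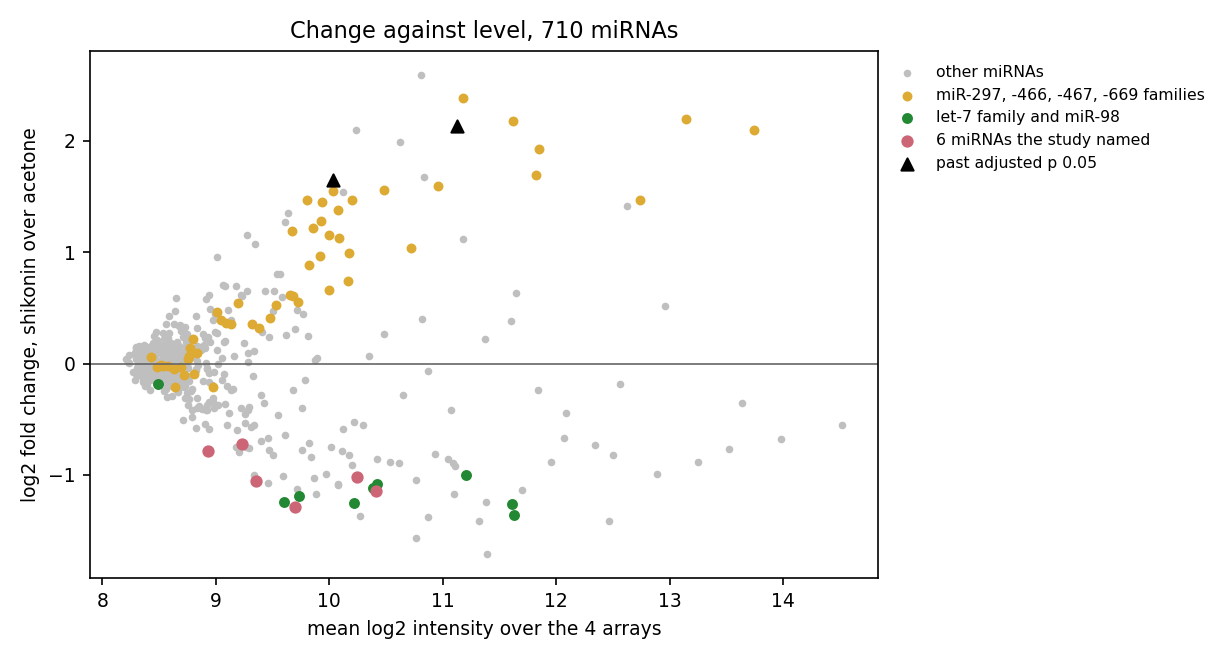
Log2 fold change of shikonin over acetone (vertical axis) against the mean log2 intensity over the 4 arrays (horizontal axis) for 710 miRNAs, 1 point each. Most points lie near background with changes near 0, the let-7 family and the 6 miRNAs named by the study lie below 0, and most members of the miR-297, miR-466, miR-467 and miR-669 families lie above it.

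Whether miR-197 and miR-574-3p passed depended on the processing, and they did so under 12 and 11 of 23 alternatives. Over all of these their log2 fold changes were 1.36 to 2.78 and 1.56 to 2.84. With any 1 array left out, which leaves 1 residual degree of freedom, 0 miRNAs passed in limma (63 to 101 at an unadjusted p under 0.05), and the adjusted p of both miRNAs ranged from 0.135 to 0.262. Their log2 fold changes were then 1.5 to 1.75 for miR-197 and 1.95 to 2.37 for miR-574-3p. Scaling to the 75th percentile over all miRNAs gave 0 higher and 2 lower calls (let-7d and miR-22), the same scaling over bright miRNAs 84 higher and 43 lower, no normalization 30 higher and 53 lower, and cyclic loess 0. Both miRNAs were among the calls over bright miRNAs and with no normalization. In those settings every miRNA the study named had the same SE (0.298 over bright miRNAs, 0.342 with no normalization). The test there used 1 pooled spread rather than that of each miRNA, so these counts do not reflect the scaling alone. The SE of miR-197 and miR-574-3p in the main setting rest in part on 1 prior SD of 0.11 (log2) for all miRNAs, most of them near background. With a prior that follows intensity, miR-197 passed and miR-574-3p did not.

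The study followed miR-205 and the 5 members of the miR-200 family, miRNAs that hold epithelial cells in their epithelial state by repressing Zeb1 and Zeb2. The genes of miR-200a, miR-200b and miR-429 neighbour each other, as do those of the other members, miR-141 and miR-200c. All 6 were lower on both shikonin arrays than on both acetone arrays. The mean log2 fold change of the 6 was -1.0, 2.0-fold lower on average, and single miRNAs ranged from 1.65-fold to 2.44-fold lower. The mean log2 intensity of the 6 was 10.25 and 10.04 on the acetone arrays and 9.44 and 8.84 on the shikonin arrays.

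miR-200b went from 10.34 ± 0.05 in acetone-treated to 9.05 ± 0.40 in shikonin-treated skin (SD, n = 2 each), with a log2 fold change of -1.29 (SE 0.22). The log2 fold change was -1.15 (SE 0.39) for miR-200c, -1.05 (SE 0.19) for miR-200a, -1.02 (SE 0.35) for miR-205 and -0.72 (SE 0.16) for miR-429. Without shikonin replicate 2, miR-200c was at -0.71 and miR-205 at -0.61, and without shikonin replicate 1 miR-205 was at -1.54. With all 4 arrays but without the miR-297, miR-466, miR-467 and miR-669 families, miR-200c was at -0.76 and miR-205 at -0.66. Scaling to the 75th percentile over all miRNAs moved these 2 the other way, to -1.51 and -1.34. The same scaling over bright miRNAs, which moved the median of all miRNAs by 0.51, put miR-141 at -0.33 and miR-429 at -0.31. miR-141 was not above background on either shikonin array, so it was at least 1.42-fold higher in acetone-treated skin, against a measured log2 fold change of -0.78 (SE 0.17). miR-200a, miR-200b and miR-429 were above background on 1 of the 2 shikonin arrays, and miR-200c and miR-205 on both. Because no background was subtracted, these folds understate the differences. After normexp background correction the 6 were 2.14-fold to 3.34-fold lower.

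None of the 6 passed over all 710 miRNAs, where their limma adjusted p lay between 0.134 and 0.275. All 6 passed when adjusted over the list alone, but 0 did without either acetone array or with the floor at the lowest quartile, 1 without shikonin replicate 2 and 4 with cyclic loess. The study chose this list on these arrays, so neither that count nor the shift of the list is independent evidence of its direction. As a list the 6 were shifted down in limma's camera with a preset correlation of 0.01 (p = 3.60e-05, adjusted p = 1.29e-04 over 18 lists). With an estimated correlation, which was 0.909 for these miRNAs, the adjusted p was 0.475, and fry gave p = 0.0709. In the deposited value table the mean of the 6 was -1.99, and in that table miR-200c, miR-141 and miR-429 did not separate the groups. With each replicate 1 column replaced by the mean of its group's columns, a setting added after the values had been seen, all 6 separated them and the mean was -2.60.

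Lists of other cell types and families, fixed before the data were examined, ask whether the difference was particular to these 6. It was found in other lists as well. With the preset correlation 7 of the other 17 lists were shifted down and 0 up, and with an estimated correlation 0 of 18 were (smallest adjusted p = 0.475). The latter form has little power here. For the miR-29 list, whose estimated correlation was -0.10, the camera p still went from 0.0686 to 0.203. A list that did not pass it is therefore not shown to be unshifted. Within every list, 0 members passed over all 710 miRNAs. Camera set each list against all other miRNAs, and 368 of the 710 were above background on no array. The 167 miRNAs above background on all 4 arrays had a median log2 fold change of -0.11. Outside the miR-297, miR-466, miR-467 and miR-669 families, 134 of these had a median of -0.40. List means near that value are not shown to be particular to a cell type or family.

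In the let-7 family, which restrains growth and is abundant in differentiated tissue, all 9 members, miR-98 included, were lower, with a mean log2 fold change of -1.08 (camera adjusted p = 3.96e-05, and adjusted p = 0.475 with an estimated correlation). let-7c, the brightest, gave -1.36 (SE 0.51), and 4 members passed when adjusted over the list alone. Of the miR-17-92 cluster and its paralogs, which promote cell proliferation, 12 of 13 were lower, with a mean of -0.60 (adjusted p = 3.96e-05, and 0.475 as the adjusted p with an estimated correlation). miR-20a gave -1.09 (SE 0.19) and miR-17 -0.89 (SE 0.28), miR-18b was not above background in either group, and 7 members passed when adjusted over the list alone. All 7 members of the miR-30 family were lower, with a mean of -0.55 (adjusted p = 9.17e-04, and adjusted p = 0.475 with an estimated correlation). Without acetone replicate 1 the mean was -0.36. miR-30b gave -0.92 (SE 0.28), miR-30e* was near background, and 0 members passed when adjusted over the list alone.

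Of 8 keratinocyte miRNAs outside the 6 of the study, 6 were lower, with a mean log2 fold change of -0.74 (adjusted p = 0.0233, and adjusted p = 0.475 with an estimated correlation), and 1 passed when adjusted over the list alone. The list did not pass without acetone replicate 2 (adjusted p = 0.0973) or shikonin replicate 2 (adjusted p = 0.0790). miR-203, which drives keratinocyte differentiation, gave -1.71 (SE 0.64), with 11.42 and 9.64 on the shikonin arrays, miR-24 gave -1.42 (SE 0.25), and the hypoxia-induced miR-210 gave -0.40 (SE 0.15). Of 13 fibroblast and mesenchyme miRNAs, 11 were lower, with a mean of -0.65 (adjusted p = 1.01e-04, and adjusted p = 0.475 with an estimated correlation), and 8 passed when adjusted over the list alone. miR-22 gave -0.67 (SE 0.17). miR-214 went the other way at 1.11 (SE 0.57), with 10.95 and 12.53 on the shikonin arrays.

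All 9 adipocyte-enriched miRNAs were lower, with a mean of -0.58 (adjusted p = 1.01e-04, and adjusted p = 0.475 with an estimated correlation), and 5 passed when adjusted over the list alone. 4 of these 9 also stand in other lists, such as miR-143 (-0.89, SE 0.19) among the mesenchyme miRNAs. miR-193b was close to unshifted at -0.20 (SE 0.19). Of 9 striated muscle miRNAs, which the thin muscle sheet under mouse skin carries, 7 were lower, with a mean of -0.50 (adjusted p = 0.0441, and adjusted p = 0.642 with an estimated correlation) and 0 past the test when adjusted over the list alone. Without acetone replicate 1 the mean was -0.25 and the list did not pass (adjusted p = 0.0744), nor did it without either shikonin array. miR-1 gave -1.38 (SE 0.47), miR-206 -0.81 (SE 0.30) and miR-486 0.16 (SE 0.11).

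**Figure D3:**
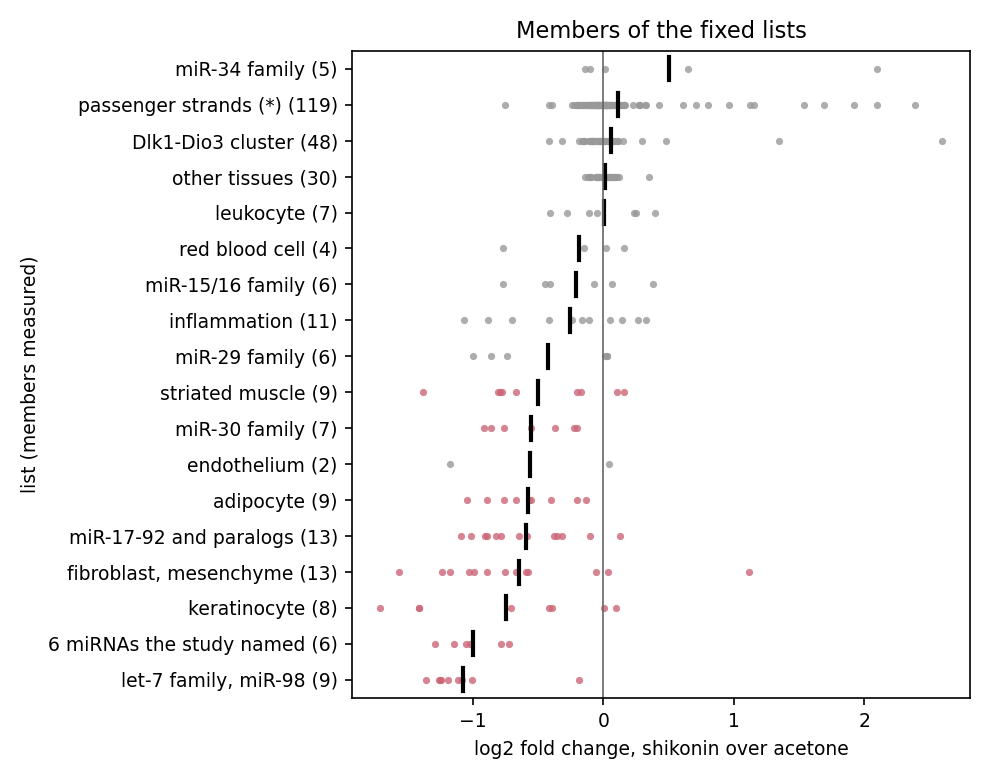
Log2 fold change of shikonin over acetone (horizontal axis) of the members of 18 fixed lists (vertical axis, with the number of members measured), 1 point per miRNA and a black bar at the mean. Red points mark the 8 lists past an adjusted p of 0.05 in camera with the preset correlation, all with means below 0 and between -1.08 and -0.50.

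The other lists did not pass with either correlation. The mature strands of the miR-29 family, which target collagen mRNAs, were lower (miR-29a -0.86, SE 0.17; miR-29b -1.0, SE 0.28; miR-29c -0.74, SE 0.13), and its 3 passenger strands were near 0. The family's mean was -0.42 (adjusted p = 0.137), and 3 members passed when adjusted over the list alone. The endothelial miR-126-3p gave -1.17 (SE 0.24) and passed when adjusted over the list alone, while its list of 2 had a mean of -0.56 (adjusted p = 0.440; -0.37 without acetone replicate 1). The miR-15/16 family had a mean of -0.21 (adjusted p = 0.420), with miR-16 at -0.77 (SE 0.34) and miR-15b at 0.38 (SE 0.46). Without shikonin replicate 2 that mean was -0.57, and without shikonin replicate 1 it was 0.13. The red blood cell miRNAs had a mean of -0.19 (adjusted p = 0.863).

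Markers of infiltrating leukocytes showed no common shift, but only 3 of 7 were above background on all 4 arrays (median 0.25 over these). Their mean was 0.01 and their median -0.05, and camera put them slightly down (adjusted p = 0.863), with the myeloid miR-223 at 0.40 (SE 0.45) and the lymphocyte miR-150 at -0.41 (SE 0.09). miRNAs induced by NF-kB or cytokine signalling, 3 of 11 above background on all 4 arrays (median -0.70 over these), had a mean of -0.25 (adjusted p = 0.422). Among them miR-146a gave -1.07 (SE 0.26) and miR-125b-5p -0.88 (SE 0.25), and miR-132 was above background on 1 shikonin array and on no acetone array. None of the leukocyte, inflammation, miR-15/16 or red blood cell miRNAs passed when adjusted over their list alone.

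The miR-34 family had the highest mean, 0.50 (0.32 without acetone replicate 1) against a median of 0.01 (adjusted p = 0.440), because miR-34c* and miR-34b-3p (0.65, SE 0.56) were higher and the other 3 members near 0. 1 member passed when adjusted over the list alone. The 48 miRNAs of the Dlk1-Dio3 cluster had a mean of 0.06 and a median of -0.02 (adjusted p = 0.863). miR-667 and miR-329 were its members that passed when adjusted over the list alone, and miR-379 gave -0.42 (SE 0.12). The 119 passenger strands had a mean of 0.11 (0.068 to 0.16 with 1 array left out) and a median of -0.0025 (adjusted p = 0.420), with miR-467a* at 1.92 (SE 0.93) and miR-199b* at -0.75 (SE 0.29). The 30 miRNAs of tissues other than skin had a mean of 0.01 (adjusted p = 0.585). Of these, miR-743a was above background on both shikonin arrays and on neither acetone array (at least 1.03-fold), miR-129-3p on 1 array of each group and miR-128 on 1 acetone array.

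The shifts of the lists did not depend on the scaling for the let-7, miR-30, mesenchyme and adipocyte lists, which passed with the preset correlation under each of 21 alternatives, as the 6 did. With an estimated correlation, a form of the test with little power here, 0 of 18 lists passed under any of them (smallest adjusted p = 0.40). The counts adjusted over a list alone depended on the arrays, as without acetone replicate 1 they were 0 for the let-7, mesenchyme, adipocyte and keratinocyte lists and 4 for the miR-17-92 list, and without acetone replicate 2 they were 7 for the adipocyte, 5 for the miR-30, 4 for the muscle and 2 for the inflammation list. The keratinocyte list passed under 16 of them, the muscle list under 13 and the miR-17-92 list under 20. Scaling over bright miRNAs moved the median of all miRNAs by 0.51 and leaving out normalization by 0.14. Relative to that median the means of these 7 lists and of the 6 miRNAs stayed below 0 under every alternative. Alternatives such as the floor of 16 and the replicate blocks could not move these means.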

Values the study reported

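The study reported microRNA expression values for 710 microRNAs from 4 hybridizations. It reported Pearson correlations of 0.97 between the replicates of shikonin-treated skin and 0.92 between those of acetone-treated skin. It described the decreases of some members of the microRNA-200 family after 24 hours of shikonin as changes of 1.4- to 1.8-fold. It did not say whether these folds came from the arrays or from real-time PCR. By real-time PCR it reported the microRNAs it had named as significantly lower at 24 hours. It added that the decrease of some of them, miR-200a, miR-200b and miR-205, was not significant when measured as fold change. It also reported the family as lower by real-time PCR in wounded skin given shikonin. The PCR values were not examined here.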

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

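The value table with averaged replicate 1 columns, the settings without the first eighth of the spots or without the repeat-rich families, the crossed replicate block, and the settings with quantile normalization of log2 values were chosen after the values had been seen. The 6 miRNAs of the study kept a mean below 0 and p under 0.05 in camera with the preset correlation under all alternatives run for lists, from -2.60 to -0.71 (-1.33 to -0.76 with 1 array left out). With an estimated correlation they passed under 0 of 21 (smallest adjusted p = 0.407). Each of the 6 was lower under all 23 alternatives. Among them 0 to 4 passed over all miRNAs, the 4 with no normalization, where all 6 had the same SE (0.342). The other lists past the preset test numbered 7 in the main setting and 5 to 10 under the alternatives. The passenger strands, which include members of the miR-297 and miR-467 families, were shifted up under 3 of these, both scalings to the 75th percentile and no normalization. No other list was shifted up under any.

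The count of miRNAs past the threshold, 2 in the main setting, did not hold. It was 127 after scaling to the 75th percentile over bright miRNAs, 83 with no normalization, 38 with an intensity trend in eBayes, 4 with the floor at the lowest quartile, and 12 with normexp on the miRNA medians and quantile normalization of log2 values. It was 0 with cyclic loess, with the value table as deposited or with averaged replicate 1 columns, with the mean of the spots, without the first eighth of the spots and without any 1 array (0 to 0). At an unadjusted p under 0.05 the settings with 0 calls gave 23 (value table as deposited) to 132 (averaged columns). Scaling over all miRNAs gave 2 other calls, 0 of them shared with the main setting, and the intensity trend shared 1 (miR-197, not miR-574-3p). Leaving out an array leaves 1 residual degree of freedom and assumes that the lone array varies like the other group. With scaling over bright miRNAs and with no normalization the test used 1 pooled spread, as every miRNA the study named had the same SE (0.298 and 0.342). The counts of 127 and 83 therefore do not reflect the scaling alone. The cause of the remaining differences was not tested. The floor of 16 changed no value.

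The replicate numbers are shared by both groups but not said to pair the arrays. The deviations of same-numbered arrays from their group means correlated at -0.276, and with a replicate block 0 miRNAs passed (116 at an unadjusted p under 0.05). With the numbers crossed in a replicate block, 35 passed.

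Replicate agreement (r of 0.931 for acetone and 0.934 for shikonin) moved to 0.721 and 0.665 in the value table, 0.920 and 0.887 in it with averaged replicate 1 columns, 0.870 and 0.912 on linear intensities, and 0.908 and 0.915 over miRNAs above the median level. In the value table as deposited, the column of acetone replicate 2 was closer to the shikonin columns (0.791 and 0.851) than to that of acetone replicate 1. The replicate 1 columns do not keep the order of their arrays' raw medians, so r in that table does not measure how alike the arrays were. On linear intensities before normalization, acetone replicate 2 was closer to the shikonin arrays (0.863 and 0.879) than to acetone replicate 1 (0.854). After normalization it was not (0.868 and 0.856, against 0.870).

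Some values changed sign, none of them called in the main setting. Under scaling over all miRNAs these were the leukocyte list (-0.070), miR-223 (-0.24) and miR-15b (-0.47). Under scaling over bright miRNAs, which raised the median of all miRNAs, they were the inflammation list (0.079), the red blood cell list (0.20), miR-210 (0.045), miR-150 (0.083), miR-193b (0.32), miR-15b (-0.029), miR-30e* (0.33), miR-379 (0.12) and miR-128 (0.39). With no normalization they were the leukocyte list (-0.0015), miR-223 (-0.17), miR-15b (-0.40) and miR-128 (0.024). Cyclic loess turned the red blood cell list (0.046), the miR-15/16 list (0.090), miR-1937a (0.33), miR-1937b (0.20), miR-16 (0.031) and miR-2142 (0.50). The value table turned the list of other tissues (-0.14), miR-223 (-0.31), miR-193b (0.10) and miR-15b (-0.31), and with averaged columns the leukocyte list (-0.28), miR-223 (-0.18) and miR-15b (-0.39). The leukocyte list was at -0.039 with normexp and at -0.058 with normexp on the medians, the list of other tissues at -0.0029 without the first eighth of the spots, and the miR-15/16 list at 0.12 without the repeat-rich families. The cause was not tested.

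With 1 array left out the range also crossed 0 for miR-15b (-0.22 to 0.95), miR-193b (-0.41 to 0.018), miR-223 (-0.24 to 1.03), miR-34b-3p (-0.046 to 1.24), and the lists of other tissues (-0.0035 to 0.027), red blood cells (-0.38 to 0.027), leukocytes (-0.087 to 0.096) and the miR-15/16 family (-0.57 to 0.13). Over all 62 named miRNAs and all alternatives, 1259 of 1423 values kept their direction and their side of the threshold. Of the rest, 116 passed only under the alternative, 23 no longer passed and 25 changed sign. Some alternatives, such as the floor of 16 and the replicate blocks, leave the fold changes as they were, so no direction could change there. Of the 116, 36 came from scaling over bright miRNAs and 36 from no normalization, where the test used 1 pooled spread. Signal over background limits the comparison, since 368 of 710 miRNAs were above background on no array.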

Other observations

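All tests in this part were chosen after the values had been seen. The miRNAs with the brightest higher signals in shikonin-treated skin came mostly from 4 families with many near-identical members, miR-297, miR-466, miR-467 and miR-669. Of their 54 miRNAs, 33 were above background on all 4 arrays, and 32 of these 33 were higher in shikonin-treated skin, with a median log2 fold change of 1.04. At an unadjusted p under 0.05 there were 10 of the 33, and 0 passed in limma over all miRNAs. The mean log2 intensity of the 33 was 9.49 and 10.08 on the acetone arrays and 10.85 and 10.88 on the shikonin arrays. The 134 other miRNAs above background on all arrays had a median of -0.40. Among the 48 family members above the median level, 42 were higher in the main setting, and their median relative to all miRNAs was 0.71, against 0.39 with both scalings to the 75th percentile and no normalization and 0.79 with cyclic loess. Of the 48, 0 passed in the main setting, 35 with scaling over bright miRNAs, 18 with no normalization, 11 with the crossed replicate block and 7 with an intensity trend. The 35 and the 18 came from settings in which the test used 1 pooled spread. Those higher numbered 34 in the value table as deposited and 37 without shikonin replicate 2, where their median was 0.34 against 0.70 with all 4 arrays. Probes for such similar sequences may read each other's RNA, so members cannot be counted as separate miRNAs.

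Outside these families, miR-1894-5p had a log2 fold change of 1.99 (SE 0.52), miR-1196 of 1.68 (SE 0.27), the passenger strand miR-483* of 1.54 (SE 0.41), miR-709 of 1.41 (SE 0.41) and miR-713 of 1.27 (SE 0.33). None passed (adjusted p from 0.134 to 0.203). Each was higher under the 4 other scalings and with any 1 array left out. miR-720, now regarded as a fragment of a transfer RNA, was at -0.73 (SE 0.16, adjusted p = 0.151) and stayed below 0 under the same settings. miR-1937a, miR-1937b and miR-1937c (-0.24, SE 0.19) were grouped with it as resembling transfer RNA.

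In the higher signal of the 4 families, a low acetone replicate 1 was weighed first, and without that array the median of the 33 miRNAs was 0.74, with 32 of 33 higher. These miRNAs were picked for being higher and only 1 acetone array is left, so a low array and a difference between the groups cannot be told apart. That array decides part of it, as miR-466i went from 2.19 to 0.46 and miR-467f from 1.47 to 0.05 without it. Most of these miRNAs lie within the gene Sfmbt2, which holds 72 miRNA genes in the RefSeq table, so transcription of that host gene may be the source. The 5 above-background members encoded elsewhere also had a median of 1.47 (0.71 without acetone replicate 1), but 5 are too few and their probes may read the Sfmbt2 members, so the host gene alone and a wider change cannot be told apart. A response to shikonin and a difference in hybridization of repeat-rich sequences between the arrays both stay open as untested.

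For the lower level of the 6 miRNAs named by the study, a general fall of bright miRNAs was weighed first. Over 10000 random lists of 6 miRNAs of matched level outside the 4 families, the median of the mean log2 fold change was -0.21 (95% of lists between -0.70 and 0.48). The study chose the 6 on these arrays, so their mean of -1.0 cannot be set against random lists. A fall of the 6 alone is argued against by the let-7 list, fixed before the data were examined. All its 9 members were lower, with a mean of -1.08 (camera adjusted p = 3.96e-05 with the preset and 0.475 with an estimated correlation, which was 0.47). Whether the 6 fell beyond a general fall of bright miRNAs cannot be told. A lower share of epidermis made up for by fibroblasts would raise the fibroblast and mesenchyme list. That list had a median of -0.75, and relative to all miRNAs it was no higher than -0.53 under any setting that kept all 4 arrays. The study described a much thicker epidermis after shikonin, and many cells that had entered the dermis. Cells of another kind could lower the share of epidermis and fibroblasts together, so this list cannot exclude a change in cell composition. A response to shikonin in several cell types stays open as a hypothesis, as does a difference in RNA or labelling between the groups, which was not tested; the brighter first eighth of shikonin replicate 2 (median spot 972, against 456 in the rest) left the mean of the 6 at -1.0 when removed.

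In the deposited value table the replicate 1 columns follow neither their own raw medians closely nor those of another array. That the columns were exchanged is argued against, since each replicate 1 column correlated better with its own array than with any other by at least 0.176 (Spearman, across miRNAs). A candidate explanation is that each replicate 1 column holds 2 times its own value minus the replicate 2 value, since the mean of the 2 columns of a group followed the raw medians of replicate 1 with a Spearman correlation of at least 0.9996. miRNAs with equal raw medians on acetone replicate 1 differed by a median of 2.14 in that column and by 5.00e-10 in the mean of the columns. Group differences taken from the value table then rest on replicate 1 alone, and they correlated at 0.956 with the raw difference between the replicate 1 arrays and at 0.372 with that between the replicate 2 arrays.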
